# Tissue-specific transcriptomics, chromosomal localization, and phylogeny of chemosensory and odorant binding proteins from the red flour beetle *Tribolium castaneum* reveal subgroup specificities for olfaction or more general functions

**DOI:** 10.1186/1471-2164-15-1141

**Published:** 2014-12-18

**Authors:** Stefan Dippel, Georg Oberhofer, Jörg Kahnt, Lizzy Gerischer, Lennart Opitz, Joachim Schachtner, Mario Stanke, Stefan Schütz, Ernst A Wimmer, Sergio Angeli

**Keywords:** Chemosensory protein (CSP), Gustation, Odorant binding protein (OBP), Olfaction, Proteome, Transcriptome, *Tribolium castaneum*

## Abstract

**Background:**

Chemoreception is based on the senses of smell and taste that are crucial for animals to find new food sources, shelter, and mates. The initial step in olfaction involves the translocation of odorants from the periphery through the aqueous lymph of the olfactory sensilla to the odorant receptors most likely by chemosensory proteins (CSPs) or odorant binding proteins (OBPs).

**Results:**

To better understand the roles of CSPs and OBPs in a coleopteran pest species, the red flour beetle *Tribolium castaneum* (Coleoptera, Tenebrionidae), we performed transcriptome analyses of male and female antennae, heads, mouthparts, legs, and bodies, which revealed that all 20 CSPs and 49 of the 50 previously annotated OBPs are transcribed. Only six of the 20 CSP are significantly transcriptionally enriched in the main chemosensory tissues (antenna and/or mouthparts), whereas of the OBPs all eight members of the antenna binding proteins II (ABPII) subgroup, 18 of the 20 classic OBP subgroup, the C + OBP, and only five of the 21 C-OBPs show increased chemosensory tissue expression. By MALDI-TOF-TOF MS protein fingerprinting, we confirmed three CSPs, four ABPIIs, three classic OBPs, and four C-OBPs in the antennae.

**Conclusions:**

Most of the classic OBPs and all ABPIIs are likely involved in chemoreception. A few are also present in other tissues such as odoriferous glands and testes and may be involved in release or transfer of chemical signals. The majority of the CSPs as well as the C-OBPs are not enriched in antennae or mouthparts, suggesting a more general role in the transport of hydrophobic molecules.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1141) contains supplementary material, which is available to authorized users.

## Background

The red flour beetle *Tribolium castaneum* (Herbst, Coleoptera, Tenebrionidae) is a secondary pest of stored, dried food products [1]. As a coleopteran model system, it represents the largest insect order, containing many different pests like bark beetles (*Dendroctonus ponderosae, Ips typographus*), colorado potato beetle (*Leptinotarsa decemlineata*), pollen beetle (*Brassicogethes aeneus*) and the Western corn rootworm (*Diabrotica virgifera*), which cause severe economic and ecological damage. Over the past years, *T. castaneum* turned into a remarkable model organism with plenty of genetic tools such as systemic RNA interference [2, 3], forward genetics based on insertional mutagenesis [4], transgene-based mis-expression systems [5, 6], as well as a fully annotated genome sequence [7, 8]. These tools predestine *T. castaneum* as a model system for coleopterans and to investigate findings from the vinegar fly *Drosophila melanogaster* for their generality in insects.

Odor discrimination is a key process in insect life: from food and host finding to partner recognition, insects rely strongly on odor stimuli. Perception of odorants takes place in the chemosensory (olfactory or gustatory) sensilla and is supposed to be mediated by chemosensory proteins (CSPs) or odorant binding proteins (OBPs) [9–13], followed by detection via odorant receptors (ORs), ionotropic glutamate-like receptors (IRs), or gustatory receptors (GRs) [14]. The olfactory sensilla are hair like structures with the highest density on the antennae. They are housing the dendrites of the odorant receptor neurons and are filled with aqueous lymph. This lymph is secreted by non-neuronal auxiliary cells and contains some CSPs and OBPs [15, 16]. The CSPs and OBPs are small (10 to 30 kDa), globular, and water soluble proteins [17] providing a hydrophobic pocket for ligand binding [18]. The CSPs are characterized by four, conserved cysteine residues forming two disulfide bonds (C_1_-C_2_, C_3_–C_4_) [19]. The OBPs – classic OBPs and antennal binding proteins (ABPIIs) [17] – have six highly conserved cysteine residues forming three interlocking disulfide bonds (C_1_–C_3_, C_2_–C_5_, C_4_–C_6_) between six α-helices, conferring a high stability to these proteins [18, 20]. The C-OBPs seem to be derived from classic OBPs and are lacking the C_2_–C_5_ disulfide bridge [17, 21–23].

It is believed that hydrophobic semiochemicals interact first with CSPs or OBPs to get shuttled through the aqueous sensillar lymph and to finally reach and activate ORs [14]. Besides evidence that CSPs are involved in chemoreception of the alfalfa plant bug *Adelphocoris lineolatus* and the Japanese carpenter ant *Camponotus japonicus* [24, 25] and their presence in the antennae of various species [10, 13, 26–29], there are no functional experiments conducting a role in chemo-sensation. In contrast, the involvement of OBPs in olfaction has been verified by several functional studies: experiments conducted with moth pheromone receptors in heterologous expression systems [30–32] or *in vivo* using the *Drosophila melanogaster* “empty neuron system” [33, 34] revealed that the presence of the corresponding OBP (pheromone binding protein, PBP) increases the sensitivity to the pheromone by 2 to 3 orders of magnitude (reviewed in [14]). Additionally, *D. melanogaster* mutants for the OBP Lush [35], allelic variation of different OBPs in *D. melanogaster* [36] and of an OBP in the fire ant *Solenopsis invicta* [37], as well as several RNAi based experiments in *D. melanogaster* and mosquitoes [38–40] showed that OBPs are important for the correct and highly sensitive reception of different semiochemicals in these insects, but might not be absolutely essential [41]. However, expression analysis of different insects have revealed that CSPs and OBPs are not restricted to the main chemosensory tissues [42–48] but are also involved in other tasks, e.g. the release of semiochemicals [49], mating [50], embryogenesis [51], immune-response [52], and regeneration [53]. Moreover, olfactory based systems [54] such as OBP coupled biosensors might improve pest and plant disease monitoring [55, 56], risk assessment [57], or prevent infestation by camouflaging or repelling [58, 59]. This could offer novel eco-friendly and cost effective ways to combat the fast adaption of *Tribolium* against several insecticides and respective resistance development [60, 61] and thus improve the protection of stored agricultural products [62] against migrating beetles [63].

In this study we use tissue-specific transcriptomics to improve the genome annotation of the *T. castaneum* CSPs and OBPs and to determine their expression profile. We place these data into a phylogenetic context in order to get better insights into their potential functions with a comparative evolutionary perspective.

## Methods

### *Tribolium*rearing

*T. castaneum* strain San Bernardino (Herbst, 1797; Insecta, Coleoptera, Tenebrionidae), was reared on organic wheat flour supplemented with 5% yeast powder at 28°C and 40% relative humidity under constant light. The Beetles were collected from different breeding boxes varying in age (up to three month) and culture density.

### RNA isolation and sequencing

From the sex separated and age pooled animals about 1000 antennae, 600 legs, 150 mouthparts (as piece of the head capsule anterior of the antennae), 50 heads (the whole head capsule excluding the antennae) and 20 bodies (excluding head and legs) were manually dissected and immediately transferred to ice cold RNA lysis buffer (Zymo Research, Irvine, USA). For larval tissues about 100 heads and 50 bodies of unsexed last instar larvae were collected. Total RNA was isolated using the ZR Tissue & Insect RNA Micro Prep Kit (Zymo Research, Freiburg, Germany) following the manufacturer’s protocol. The Library preparation for RNA-Seq was performed using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, USA) starting from 300 ng of total RNA. Accurate quantification of cDNA libraries was performed by using the QuantiFluor™ dsDNA System (Promega, Fitchburg, USA). The size range of final cDNA libraries (280 bp) was determined applying the DNA 1000 chip on the Bioanalyzer 2100 (Agilent, Santa Clara, USA). cDNA libraries were amplified and sequenced using the cBot and HiSeq2000 from Illumina (paired end; 2×100 bp). Sequence images were transformed with Illumina software BaseCaller to bcl files, which were demultiplexed to fastq files with CASAVA v1.8.2 (Illumina). Quality check was done via fastqc (v. 0.10.0, Babraham Institute, Cambridge, UK).

### OBP and CSP re-annotation, SNP calling and mapping

The obtained fastq formatted Illumina reads were mapped to the *Tribolium castaneum* 3.0 official gene set using bowtie2 [64] with the “very-sensitive” presetting. The previously published CSP and OBP sequences [7, 17, 21, 65] were identified in this gene set with blastp [66] implemeted in bioperl [67]. Samtools mpileup (v0.1.18) [68] was used to check the RNAseq data for SNPs and indels. In a genome independent approach a de novo assembly was built. Quality filtering was performed with the NGSQC Toolkit (v2.3.1) [69] in three steps: 1) removal of reads containing ambiguous bases with AmbiguityFiltering.pl, all settings default; 2) trimming of bad quality bases from 3′ ends with TrimmingReads.pl, -q 28 -n 60; 3) removal of bad quality reads with IlluQC_PRLL.pl, N 5 -l 90 -s 24. Before the assembly the reads were digitally normalized using the normalize_by_kmer_coverage.pl script from trinity (release2013_08_14) [70] with these settings: --max_cov 50 --pairs_together. The assembly was performed with Trinity.pl, all settings default. Translations of open reading frames were extracted with transcripts_to_best_scoring_ORFs.pl. The preliminary re-annotation of the whole *T. castaneum* gene set (au3) was generated by the gene finder AUGUSTUS [71]. Alignments of RNA-Seq reads from libraries from several tissues, stages and conditions (e.g. embryo, larva head, larva body, early and late stage pupa, adult antenna, leg, head, body, stink glands, ovary) were incorporated. These data were produced mainly by the iBeetle consortium [72] and a separate publication is in preparation describing the re-annotation of the whole gene set of *T. castaneum* based on these RNA-Seq data, which can be viewed in a respective genome browser [73]. It contains a track with the au3 gene models as well as RNA-Seq coverage tracks of different stages including the data collected for this study. In total 1,624,983,955 reads were mapped against the genome with the alignment tool BLAT [74]. The read alignments were filtered, so that only alignments of reads that mapped uniquely to the genome and that showed a percent identity of at least 93% were kept. Paired reads were required to be aligned in the correct orientation and with a maximal genomic distance of 500,000 base pairs. Intron evidence was collected based on reads with a spliced alignment against the genome and evidence for transcription is taken from RNA-Seq covered regions. In an iterative process, the SNP calling, the de novo assembly, and the au2 gene set were used to manually curate the OBP and CSP sequences based on previously published annotations [7, 17, 21, 65]. The corresponding au3 gene models were replaced with these new candidate sequences and the resulting modified au3 gene set was used to remap the RNAseq data with bowtie2 using the ‘very-sensitive’ presetting. Finally all sequences were searched for signal peptides using the SignalP4.1 server [75] and browsed for conserved functional domains [76].

### *Tribolium castaneum*expression profiling

The mapped reads of the re-annotated OBPs and CSPs in the particular tissue or sex sample were counted with samtools [68]. To normalize the count numbers RPKM values were calculated and plotted as log2 [RPKM + 1] (Additional file 1: Table S1). The values were visualized using the matrix2png interface (version 1.2.1; [77]) and the figures were composed with inkscape [78]. Male and female reads from the sequenced tissues were pooled and considered as biological replicates. Statistical analysis of the data was performed in R [79] using the DESeq package (version1.12.0) [80] from bioconductor [81]. All sequenced tissues were compared to body as reference. Significant differentially expressed genes (false discovery rate < 0.05) are marked with asterisks. For the intersex comparison the two male and three female replicates of antenna were treated the same way.

### Phylogenetic analysis and interspecies comparison

We compared our sequences on protein level with data from *D. melanogaster* and the malaria mosquito *Anopheles gambiae* obtained from Vieira and Rozas 2011 [17]. After subtraction of the signal peptide (SignalP4.1) [75], the sequences were aligned using MAFFT v7.040b [82] as described [17] and the tree was constructed using RAxML version 7.8.6. [83] with the LG substitution model in the case of the CSPs or the VT substitution model for the OBPs and GAMMA correction. Node support was assessed with 100 rapid bootstrap replicates. The relative expression levels were calculated as log2 fold changes of antenna/body and palp (mouthpart)/body. For *T. castaneum*, log2FC data from inner species comparison were used. The *D. melanogaster* data set was downloaded from EMBL gene expression atlas [84] originally published in Farhadian et al. 2012 [43] and the *An. gambiae* data were obtained from Pitts et al. 2011 [42]. The phylogenetic tree was visualized by iTOL [85] and descriptions were added using inkscape [78]. Since the absolute expression levels of the different candidates are lost in the depiction of the fold changes, we provide them in Additional file 2: Figure S1. Please note that the methods used to obtain the different expression data (RNA-seq and microarray) are not directly comparable. Therefore, Additional file 2: Figure S1 can just give an impression on more or less abundant transcripts.

### Cloning of selected OBPs and CSPs open reading frames

Manually separated heads were ground in liquid nitrogen, and total RNA was extracted using the TRIZOL reagent (life technologies, Carlsbad, USA). Messenger RNA was purified with the Dynabeads purification kit (life technologies, Carlsbad, USA) and cDNA was synthesized using the Super-Script first-strand synthesis system (life technologies, Carlsbad, USA). Hotstart Taq DNA polymerase (Qiagen, Venlo, Netherlands) was used to amplify individual transcripts. Finally the products were cloned into PCR2.1 vector (life technologies, Carlsbad, USA) and verified by sequencing. Most primers were designed to bind within the UTRs to not bias start and stop codons and are summarized in Additional file 1: Table S1.

### MALDI-TOF MS

For identification of OBPs and CSPs on protein level, about 400 antennae per sample were manually separated and homogenized in 200 μl milliQ water containing 0.1% trifluoroacetic acid (Sigma-Aldrich, St. Louis, USA) with a tube fitting pestle. To get rid of the debris, the samples were centrifuged and 150 μl supernatant was used further. To break down the secondary structure, the disulfide bridges were reduced and simultaneously the cysteine-derived thiol groups alkylated with 10 μl 100 mM tris (2-carboxyethyl) phosphine hydrochloride (Chemos GmbH, Regenstauf, Germany), 10 μl 200 mM 2-vinylpyridine (in 30% acetonitrile, Sigma-Aldrich) and 26 μl 8 M guanidine hydrochloride (Sigma-Aldrich) for 8 min at 35°C, followed by additional incubation for 30 min. at pH 8 after adding 11 μl 1 M ammonium bicarbonate (Sigma-Aldrich). The sample was loaded on a VIVASPIN 500 VS011 Ultrafiltration unit (5000 MWCO, Sartorius, Goettingen, Germany) and centrifuged for 10 min followed by two washing steps with 200 μl milliQ. For storage at -20°C over night the remaining 50 μl sample was mixed with 100 μl milliQ and 50 μl acetonitrile. After 30 min of centrifugation, 100 μl milliQ, 50 μl 50 mM Ammonium bicarbonate and 20 μl acetonitrile were added and debris was removed by additional centrifugation. Digestion took place in the remaining volume over the membrane by adding 0.11 μg sequencing-grade modified trypsin (Promega, Fitchburg, USA) and the resulting peptides were eluted. The mixture was analyzed by nanoLC (PepMap100 C-18 RP nanocolumn and UltiMate 3000 liquid chromatography system; Dionex, Sunnyvale, USA) and automated MSMS (4800 Proteomics Analyzer MDS¸ AB Sciex, Framingham, USA). MSMS data were searched against the au2 gene set (http://bioinf.uni-greifswald.de/gb2/gbrowse/tcas4/) using Mascot embedded into GPS explorer software (AB Sciex). Identified proteins, their scores, and Pfam predictions are provided in Additional file 3: Table S2.

## Results and discussion

### Re-annotation and re-naming of *Tribolium*CSPs and OBPs

In the past, several authors published sequences of *Tribolium* CSPs and OBPs based on computational predictions [7, 17, 21, 65] resulting in different conflicting annotations and designation. We revised the originally described 20 CSPs and 50 OBPs using transcriptome analysis of different tissues including antennae and mouthparts. Subsequently we applied a new nomenclature to prevent confusion and to provide a unique and distinguishable nomenclature following the one used for *Drosophila* OBPs [22]. We used the prefaces CSP, and OBP to reflect the fact that a gene is a member of one of these protein families. This is followed by a number reflecting the chromosomal location and a letter that conveys its relative position on the chromosome (Figure 1A). Thus, the new name OBP9B refers to the second OBP on the ninth chromosome. A comparative list putting all previous names in relation can be found in the Additional file 1: Table S1.

**Figure 1:**
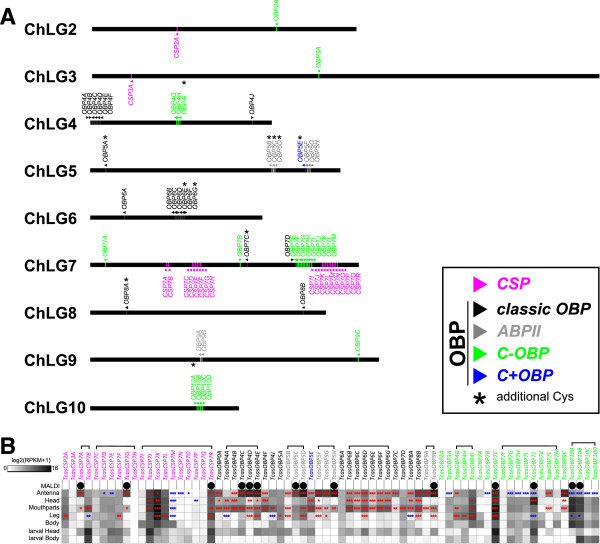
**Chromosomal localization and chemosensory expression profile of** ***Tribolium*** **CSPs and OBPs. (A)** Chromosomal localization of CSPs (magenta), classic OBPs (black), ABPII (grey), C-OBPs (green) and C + OBP (blue), based on Georgia GA-2 strain genome assembly 3.0 [7]. The arrowheads indicate the orientation of the genes from 5′►3′. Genes encoding for more than the six highly conserved cysteines (or four in case of C-OBP) are labeled with an asterisk (*). (**B)** Heatmap showing the absolute expression level of the OBPs/CSPs as log2 (RPKM + 1) in different tissues (adult antennae, head (missing antennae but including mouth parts), mouthparts, legs, body, as well as larval head and body). The candidates are blotted according to their chromosomal localization, horizontal brackets above indicate clustering in the genome. A black dot in the first row labeled ‘MALDI’ indicates that at least one unique tryptic fragment of the particular candidate was identified in an antennae sample on protein level. The expression levels are represented by a log2 greyscale with high expression levels (2^16^ RPKM) labelled black. The asterisks mark statistically significant differtially expressed genes compared to body. The red asterisks represent up- and the blue down-regulation (p-values are * < 0.05; ** < 0.01; *** < 0.001).

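Reads were counted on all 70 CSPs and OBPs over the 15 libraries of Table S1. *Tc*OBP2A, listed as TcasOBP2A in the files, had 12 reads, the fewest of all candidates, with 8 in male body, 3 in female body and 1 in female antennae 3. These counts correspond to 0.467 RPKM in male body and 0.322 RPKM in female body. *Tc*CSP7O had 253 reads, of which 210 came from the larval body and 39 from the larval head. At least 1000 reads were counted on 62 of the candidates.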

We detected reads corresponding to all previously described *Tribolium* CSPs and OBPs except TcOBP2A. Accordingly we confirmed or corrected the predicted open reading frames of all 20 CSPs and 49 OBPs. In case of low abundant transcripts with poor read coverage in our samples we used additional data obtained from embryo and pupa to support the re-annotation (iBeetle genome browser) [73]. The comparison of the latest genome based annotation [17] with our transcriptome based re-annotation revealed differences mainly based on wrongly predicted intron-exon boundaries. The identified discrepancies to previous annotations in the OBPs and one CSP did not cause severe differences in the phylogenetic relationship. However, they partially affect in addition to the intron-exon boundaries also the start or stop codons, which could impair cloning efforts for further investigations. In addition, wrong indels can cause differences in three-dimensional modeling of OBPs and by this also affect predictions in respect to potential ligands. Therefore, we point out clearly which annotations of previously identified OBPs and CSPs needed to be changed: Due to an unpredicted intron in the 5′UTRs of TcCSP2A, TcOBP0A and TcOBP5F the start codons had to be changed. In case of TcOBP5E, TcOBP6A, TcOBP6E, TcOBP6F, TcOBP8A, TcOBP7G and TcOBP7H wrong or un-predicted introns led to insertions or deletions not affecting the highly conserved cysteine pattern. In TcOBP4A, TcOBP4C, TcOBP4E, TcOBP4F, TcOBP5C, TcOBP5D and TcOBP5H an incorrect last intron caused differences in the C-terminal region, that was supposed to be involved in ligand binding and release [86, 87]. Additionally we were able to revive previously wrongly annotated pseudogenes. Formerly termed OBP49P is an intact gene with some characteristics of an OBP and is now called TcOBP7C. OBP50P [17] turned out to correspond to the already described OBP-C08 [7] and is now called TcOBP7K. The originally termed CSP21P, which is derived from a duplication of the first exon of TcCSP7G, is expressed at low levels and now called TcCSP7H, which either represents an expressed pseudogene as observed in *Nasonia* [88] or is a truncated CSP. 

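*Tc*CSP7H reached 25.5 ± 6.23 RPKM (SD, n = 5) in antennae against 2284 ± 684 RPKM (SD, n = 5) for *Tc*CSP7G, and 0 reads in both mouthpart libraries. Compared to body its log2 fold change in antennae was 6.39 (standard error 0.96, adjusted p = 0.0014 from edgeR's quasi-likelihood test), against 10.80 (standard error 0.98, adjusted p = 1.89e-05) for *Tc*CSP7G. In a global alignment, 92.6% of the 68 residues of *Tc*CSP7H were identical in *Tc*CSP7G, the only pair among the 2415 pairs of candidates above 90%. Reads that fit both sequences could have been counted on either, and the value of *Tc*CSP7H is therefore uncertain.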

Because of its high sequence similarity to TcCSP7G we were only able to map unique reads to the 3′UTR. Therefore, expression of TcCSP7H is not indicated in our figures. To confirm the new annotation we checked the resulting protein sequences for common characteristics of CSP- or OBP-like signal peptide, conserved domains, size and cysteine composition [89] and we cloned the whole open reading frame of 33 of the 70 candidates from cDNA. All newly annotated proteins contain a predicted N terminal signalpeptide with an length of 15 to 22 AA (SignalP 4.1 [75]). According to the conserved domain database [76], all re-annotated CSPs and OBPs (except the C + OBP, OBP5E) are members of the OS-D respectively PBP_GOBP superfamily (Additional file 1: Table S1).

The re-annotated CSPs of *Tribolium* have an average size of 128 AA (110 AA mature CSP), they range from the smallest, TcCSP7C, with just 99 AA to the longest, TcCSP7E, with 251 AA. 

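Lengths were taken from the sequences on which the reads were counted. The 20 CSPs averaged 128 AA (SD 33.2), with a median of 125 AA. *Tc*CSP7E was the longest with 251 AA. The shortest sequence was *Tc*CSP7H with 68 AA, followed by *Tc*CSP7C with 99 AA.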

On average, *Tribolium* CSPs are within the size range of other species [12]. The cysteine formula of the *Tribolium* CSPs follows the highly conserved pattern with four cysteines arranged by an exact spacing of C1X_6_C2X_18_C3X_2_C4 [17]. The only exception is the pseudo/truncated gene TcCSP7H that stops after C2.

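By the sequences used for counting, the 50 OBPs averaged 143 AA (SD 32.6), with a median of 134 AA. They ranged from 106 AA in *Tc*OBP8A to 320 AA in *Tc*OBP7C.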

The OBPs are slightly longer and vary from 106 up to 320 AA with an average size of 143 AA (125 for the mature OBP), which is similar to other insects such as *D. melanogaster* (117 up to 245 AA) or *An. gambiae* (107 up to 356 AA [17]). Most of the *T. castaneum* classical OBPs (including ABPIIs) show a conserved cysteine pattern (C1X_24-29_C2X_3_C3X_22-43_C4X_8-10_C5X_8_C6) comparable to *D. melanogaster* [22] and other insects. The only exceptions are the C + OBP (TcOBP5E, 241 AA) and the non-clustered OBPs TcOBP5A, TcOBP7C, and TcOBP8B (Figure 1A), which differ in C spacing, are of unusual length (TcOBP5E, 241AA; TcOBP5A, 176 AA; TcOBP7C 320 AA; TcOBP8B, 200 AA), and are phylogenetically close to C + OBPs. The one typical C + OBP, TcOBP5E, has an expanded N and C terminus containing six additional cysteines, whereas TcOBP7C has an expanded N terminus, TcOBP8B extra AAs between C1 and C2, TcOBP5A between C1 and C2 plus between C4 and C5. TcOBP5A, TcOBP8B, and TcOBP5E have extra cysteines 17–19 AA before C1 and nine AA after C6. The OBPs TcOBP5B, TcOBP5C, TcOBP5D, TcOBP6E, TcOBP6G, TcOBP7C, and TcOBP8A contain also at least one additional cysteine. TcOBP6G and the ABPIIs (TcOBP5B, TcOBP5C, TcOBP5D) have a conserved additional cysteine seven AA after C3. Despite the increased amount of cysteines only TcOBP5E carries the typical proline residue following C6 (C6b) [90, 91]. The C-OBPs show a conserved cysteine pattern, with only four cysteines, lacking C2 and C5 (C1X_18-30_C3X_37-39_C4X_16-17_C6). We can conclude that all re-annotated CSPs (except CSP7H) and OBPs fulfill the rigid criteria previously defined based on other species [22, 89].

### Expression profile of the CSPs and OBPs in *Tribolium castaneum*

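RNA of 16 samples of the San Bernardino strain was sequenced in paired reads of 100 bp. Antennae were represented by 3 female and 2 male libraries, each from pools of 1000 antennae. Mouthparts, head, legs and body had 1 female and 1 male library each, and larval head and larval body 1 library each. A further library of mouthparts from both sexes is absent from Table S1 of the paper and entered only an alternative fit. The authors mapped the reads with bowtie2 to the au3 gene set carrying their curated CSP and OBP sequences, and deposited the raw counts of 14524 sequences per library. Assigned reads came to 17079131, 69668761 and 75196377 in female antennae 1 to 3 and to 57125640 and 80642992 in male antennae 1 and 3, with a median of 69668761 in antennae. For females and males they were 27277159 and 31932457 in mouthparts, 59521410 and 33880619 in heads, 29195884 and 43947895 in legs, and 22980035 and 42294488 in bodies. Larval head and larval body had 14535571 and 22207621. At 3 reads, the smallest level these depths can show for a sequence of 1 kb is 0.0372 RPKM in male antennae 3 and 0.206 RPKM in the larval head. Such floors cover counting error only. The paper states an RNA input of 300 ng per library and beetles of up to 3 months, whereas the sample labels give 400 ng and ages from 0 to 21 days. RPKM values were computed here from the counts, the sequence lengths and the library totals. Each tissue was compared to body in 1 edgeR quasi-likelihood fit over the 13 adult libraries of Table S1, with both sexes as replicates as in the paper, and p-values were adjusted by the Benjamini-Hochberg method over the 12825 sequences with at least 10 counts in at least 2 libraries. At an adjusted p-value under 0.05, 2196 sequences were enriched and 3315 reduced in antennae, 1490 and 1443 in mouthparts, 1768 and 1616 in head, and 1460 and 1749 in legs. With only the tissue and body in the fit, the legs had 576 enriched and 743 reduced. Outside both families, the largest rises in antennae among sequences that moved alike in all 5 antennal libraries were those of TcasOR66 and au3.g6384.t1, with log2 fold changes of 15.20 and 15.78. TcasOR66 had 0 RPKM in both body libraries, so the size of its rise, and with it its place in this ranking, is uncertain. The largest falls were those of au3.g2724.t1 and au3.g3269.t1, at -13.96 and -13.96. Both had high values in female body only, with 432 and 2299 RPKM there against 1.93 and 0.858 RPKM in male body, so these falls rest on 1 library. In a fit of the antennal libraries numbered 1 against those numbered 2 and 3, 949 sequences were higher and 736 lower in the former. Antennae were therefore also compared to body with the antennal libraries of each set alone. Results given within these numbers refer to these fits. Both fits kept the same body libraries as reference, so they are not independent, and a batch cannot be separated from tissue in them.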

As several CSPs and OBPs are supposed to be involved in olfaction, we comparatively analyzed the expression of these genes in the main chemosensory tissues antennae and mouthparts (here defined as the piece of the head capsule anterior to the antennae) plus in heads (the whole head capsule excluding the antennae), legs, and bodies (excluding head and legs) of males or females, respectively. To get some first insights into expression differences between larval and adult stages, we also sequenced heads including antennae and bodies (without head) of last instar larvae. 

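All 1050 RPKM values that Table S1 of the paper gives for the 70 candidates in 15 libraries were recomputed from the counts, and 1050 of them were equal within 0.1%. CSPs and OBPs together took from 4.22% to 5.96% of the assigned reads in the 5 antennal libraries. Their share was 4.72% and 4.72% in female and male mouthparts, 1.98% and 2.22% in heads, 1.91% and 1.51% in legs, and 0.522% and 0.615% in bodies. In the larval head it was 2.24%, and in the larval body 0.544%. The antennal range lay above both body libraries, with 1 body library per sex.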

The results as log2 RPKM are represented as heat-map in Figure 1B.

The expression of the majority of the CSPs is detected in a wide variety of tissues. 

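Of the 20 CSPs, 10 reached a mean of at least 1 RPKM in all 5 adult tissues and 2 in none of them. The median mean RPKM of the CSPs was 34.2 in antennae, 14.6 in mouthparts, 4.35 in head, 6.85 in legs and 50.5 in body. With the adult and larval samples together, the highest mean fell in the larval head for 6 CSPs, in legs for 5 and in antennae for 3.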

Transcripts of only five of the 20 CSPs are significantly enriched in antennae (*Tc*CSP7A, *Tc*CSP7G, *Tc*CSP7J, *Tc*CSP7K, and *Tc*CSP7R) and six in the mouthparts (*Tc*CSP7A, *Tc*CSP7B, *Tc*CSP7G, *Tc*CSP7J, *Tc*CSP7K, and *Tc*CSP7R). However, only the expression of *Tc*CSP7A and *Tc*CSP7G is restricted to the main olfactory tissue. 

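In antennae, 5 of the 19 CSPs with sufficient counts were enriched compared to body and 4 reduced at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. The log2 fold change was 10.64 (standard error 1.39, adjusted p = 1.74e-04) for *Tc*CSP7A, 10.80 (standard error 0.98, adjusted p = 1.89e-05) for *Tc*CSP7G, 1.68 (standard error 0.39, adjusted p = 0.00603) for *Tc*CSP7J and 2.90 (standard error 0.45, adjusted p = 5.18e-04) for *Tc*CSP7R. That of *Tc*CSP7K was 1.79 (standard error 0.74, adjusted p = 0.0745), with a mean of 9265 ± 6559 RPKM (SD, n = 5). *Tc*CSP7H also passed the threshold, at 6.39 (adjusted p = 0.0014). 6 CSPs were enriched in mouthparts. Their log2 fold changes were 4.45 for *Tc*CSP7A, 4.56 for *Tc*CSP7B, 3.71 for *Tc*CSP7G, 2.14 for *Tc*CSP7J, 4.33 for *Tc*CSP7K and 2.40 for *Tc*CSP7R, and the largest adjusted p among them was 0.0205. Within the antennal libraries numbered 1, 10 CSPs were enriched in antennae, and within those numbered 2 and 3, 6. The log2 fold change of *Tc*CSP7K by edgeR was 2.63 (adjusted p = 5.72e-04) within the former and 0.94 (adjusted p = 0.0254) within the latter, so it passed the threshold in both, and DESeq2's Wald test on the pooled libraries gave 1.76 (adjusted p = 0.0124). Requiring at least 10 counts in every library left 2 enriched CSPs. The enriched CSPs lost by it, *Tc*CSP7A, *Tc*CSP7G and *Tc*CSP7H, had fewer counts in some library and were not tested.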

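*Tc*CSP7A had 1088 ± 350.3 RPKM (SD, n = 5) in antennae. It reached 10.1 RPKM in female and 17.5 RPKM in male mouthparts, 1.96 and 2.46 RPKM in heads, and at most 1.57 RPKM in the leg and body libraries. In the larval head, which includes the larval antennae, it had 58.7 RPKM. *Tc*CSP7G had 2284 ± 684 RPKM (SD, n = 5) in antennae, 6.93 and 23.8 RPKM in female and male mouthparts, and 28.2 RPKM in the larval head. No leg, head or body library of adults exceeded 1.52 RPKM for it.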

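*Tc*CSP7I had 477 RPKM in male body and 1.66 RPKM in female body, with no replicate of either. In antennae it had 2.68 ± 1.74 RPKM (SD, n = 5), from 1.31 to 4.8 RPKM, and in male legs 3.79 RPKM. It is among the CSPs counted above as reduced in antennae, at -6.69 (edgeR, adjusted p = 0.00241), and this fall rests on male body alone. The adjusted p was 0.059 within the antennal libraries numbered 1 and 0.00912 within those numbered 2 and 3. *Tc*CSP7M reached 347 RPKM in male and 422 RPKM in female body, and at most 3.09 RPKM in the other adult libraries of Table S1. Compared to body, the log2 fold change of *Tc*CSP7M was -11.14 in antennae (standard error 0.68, adjusted p = 2.26e-06, edgeR), and -7.23, -8.14 and -10.79 in mouthparts, head and legs.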

*Tc*CSP7I and *Tc*CSP7M are exclusively expressed in the body. 

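*Tc*CSP7P and *Tc*CSP7Q had antennal means of 0.346 ± 0.262 and 0.848 ± 0.534 RPKM (SD, n = 5). The highest value of *Tc*CSP7P in the libraries of Table S1 was 2.34 RPKM in female legs, and that of *Tc*CSP7Q 1.92 RPKM in the larval body. *Tc*CSP3A reached 3.81 RPKM in female legs, and *Tc*CSP7N 5.96 RPKM in the larval head. *Tc*CSP7O had 0 reads in all 5 antennal libraries, 6.08 RPKM in the larval head and 21.4 RPKM in the larval body.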

Six of the CSPs showed no or only poor expression in our tissue samples, however, we found them expressed at other developmental stages by searching the iBeetle genome browser [73]. *Tc*CSP7P and *Tc*CSP7Q are expressed in embryo and pupa, *Tc*CSP3A mainly in embryo, *Tc*CSP7N in embryo and larva, and *Tc*CSP7O only in larva.

In contrast to the CSPs, the expression of the OBPs is more restricted to the main chemosensory tissues (antennae and mouthparts). 

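The antennal log2 fold change compared to body averaged -0.45 ± 6.05 over the 39 CSPs and C-OBPs with sufficient counts, and 7.74 ± 5.24 over the 29 other OBPs (SD over genes). The difference of -8.19 had p = 2e-05 in a two-sided permutation test over genes, the smallest that 100000 permutations can give. Genes are not independent replicates, so the test describes these libraries. Genes with 0 reads in both body libraries, such as *Tc*OBP5F and *Tc*OBP9C, have fold changes of uncertain size, which also enter these means. In antennae 5 CSPs, 8 ABPIIs, 15 classic OBPs and 6 C-OBPs were enriched, and 4 CSPs and 10 C-OBPs reduced. The numbers enriched in mouthparts were 6, 8, 17 and 6. In head they were 3, 3, 15 and 5, and in legs 5, 6, 5 and 5, so head had as many enriched classic OBPs as antennae. The adult head libraries include the mouthparts, so head is not a tissue apart from them. Counted as adult tissues with a mean of at least 1 RPKM, CSPs and C-OBPs were present in 3.68 ± 1.65 tissues (SD, n = 41 genes) and the other OBPs in 4.21 ± 1.01 (SD, n = 29 genes). This difference of -0.52 tissues did not exceed the spread over genes (permutation test, p = 0.158). With at least 10 counts in every library of a tissue in place of 1 RPKM, it was -0.77 (permutation test, p = 0.0524). With at least 5 RPKM it was -0.26 (permutation test, p = 0.596).

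**Figure D1:**
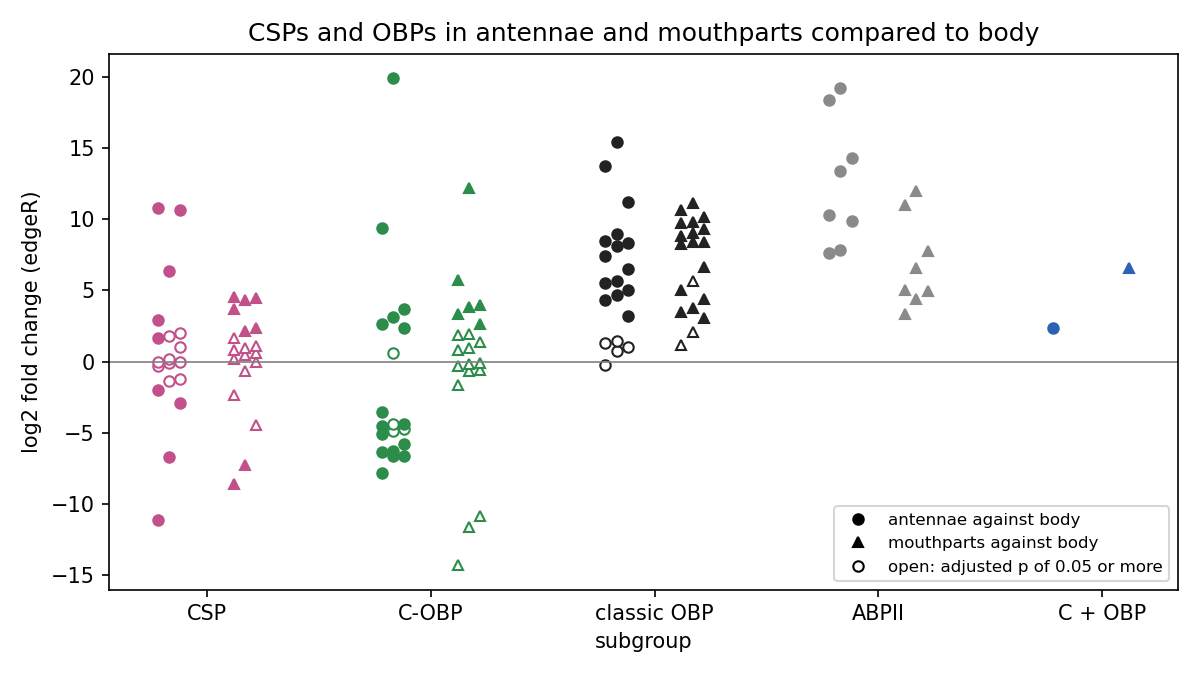
Log2 fold change compared to body from edgeR (vertical axis) for each CSP and OBP by subgroup (horizontal axis), circles for antennae and triangles for mouthparts. Filled symbols have an adjusted p-value under 0.05. The 8 ABPIIs lie between 7.66 and 19.25 in antennae, whereas the C-OBPs range from -7.79 to 19.90. The highest of each, *Tc*OBP5F and *Tc*OBP9C, had 0 reads in both body libraries, so the size of these values is uncertain.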

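*Tc*OBP5D had 16664 ± 3225 RPKM (SD, n = 5) in antennae, *Tc*OBP5H 15633 ± 7946 RPKM (SD, n = 5) and *Tc*OBP9B 14433 ± 1981 RPKM (SD, n = 5), the highest means of all candidates. *Tc*OBP5F, *Tc*OBP5G, *Tc*OBP9A and *Tc*OBP5C had 4530, 2629, 1645 and 1561 RPKM. *Tc*OBP5B was lower, with 28.1 ± 11.8 RPKM (SD, n = 5), and had 111 RPKM in the larval head. All 8 were enriched compared to body, with log2 fold changes between 7.66 and 19.25 and a largest adjusted p of 5.14e-04 (edgeR). *Tc*OBP5F, at the upper end, had 0 reads in both body libraries, so the size of its rise is uncertain. The same holds for *Tc*OBP5H, with 1 read in male and 0 in female body, and *Tc*OBP5B, with 0 and 3. The same 8 passed with the antennal libraries numbered 1 and with those numbered 2 and 3, against the same body libraries. Requiring 10 counts in every library left 3 in the test, and all 3 were called. The other ABPIIs had fewer counts in some library and were not tested.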

All eight ABPIIs are highly expressed in the antennae. 

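In mouthparts, 8 ABPIIs had an adjusted p-value under 0.05 compared to body (edgeR). Their log2 fold changes lay between 3.33 and 12.01, with a largest adjusted p of 0.0119 by edgeR. The highest, that of *Tc*OBP5F, is uncertain in size, since it had 0 reads in both body libraries. *Tc*OBP5C had 116 RPKM in female and 150.4 RPKM in male mouthparts, against 7.69 and 5.41 RPKM in female and male body. Its log2 fold change was 4.43 (standard error 0.65, adjusted p = 0.0014). The means of the ABPIIs in mouthparts ranged from 4.19 RPKM for *Tc*OBP5B to 512 RPKM for *Tc*OBP5D. With at least 10 counts required in every library, 3 were called, and the others had fewer in some library and were not tested. From the enrichment in both tissues, the paper proposes an involvement of this subgroup in chemoreception.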

With the exception of *Tc*OBP5C, all of them are also significantly enriched in mouthparts indicating an involvement of this subgroup in chemo-reception (Figure 1B). 15 of the 20 classic OBPs are significantly enriched in antennae and mouthparts (Figure 1B, *Tc*OBP0A, *Tc*OBP4B, *Tc*OBP4C, *Tc*OBP4D, *Tc*OBP4E, *Tc*OBP4F, *Tc*OBP6B, *Tc*OBP6C, *Tc*OBP6D, *Tc*OBP6E, *Tc*OBP6F, *Tc*OBP6G, *Tc*OBP7C, *Tc*OBP8A, *Tc*OBP8B), whereas three are enriched only in the mouthparts (*Tc*OBP4A, *Tc*OBP4J, *Tc*OBP7D). 

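In antennae and in mouthparts alike, 15 classic OBPs had an adjusted p-value under 0.05 (edgeR) and a higher level than in body. In antennae, their log2 fold changes ranged from 3.19 for *Tc*OBP8A to 15.44 for *Tc*OBP4D, and in mouthparts from 3.09 for *Tc*OBP7C to 11.14 for *Tc*OBP4B. Their largest adjusted p was 0.0225 in antennae, for *Tc*OBP4F, and 0.0316 in mouthparts, for *Tc*OBP7C. *Tc*OBP4J had 3.45 (standard error 0.94, adjusted p = 0.0261) in mouthparts and 1.33 (standard error 0.77, adjusted p = 0.189) in antennae. The values of *Tc*OBP7D were 3.78 (standard error 0.39, adjusted p = 2.09e-04) and 0.78 (standard error 0.31, adjusted p = 0.062). For *Tc*OBP4A they were 5.67 (standard error 2.11, adjusted p = 0.077) and -0.20 (standard error 1.45, adjusted p = 0.923), with 0.098 RPKM in female and 13 RPKM in male body. In the antennal libraries numbered 1, 18 classic OBPs were enriched, and in those numbered 2 and 3, 15. By edgeR, *Tc*OBP4J had 2.22 (adjusted p = 0.0128) in the former and 0.34 (adjusted p = 0.461) in the latter, and *Tc*OBP7D 1.08 (adjusted p = 0.0306) and 0.77 (adjusted p = 0.0692). *Tc*OBP4F passed only in the latter, with 3.61 (adjusted p = 0.0898) and 4.87 (adjusted p = 0.00188). The log2 fold change of *Tc*OBP4A in antennae was -1.42 in the former and 0.53 in the latter.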

Only three of the classic OBPs are evenly expressed in all tissues. Interestingly, these are the non-clustered ones (*Tc*OBP5A, *Tc*OBP6A, *Tc*OBP7D). 

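*Tc*OBP5A had 88.4 ± 88.7 RPKM (SD, n = 5) in antennae and, as means of 1 female and 1 male library, 166 in mouthparts, 116 in head, 204 in legs and 41.2 in body. *Tc*OBP6A had 31 ± 17.1 RPKM (SD, n = 5) in antennae and, as means of 1 female and 1 male library, 24.2 in mouthparts, 27.2 in head, 21.6 in legs and 11.5 in body. *Tc*OBP7D had 40.6 ± 9.34 RPKM (SD, n = 5) in antennae and, as means of 1 female and 1 male library, 299 in mouthparts, 56.3 in head, 48.9 in legs and 23.4 in body. In edgeR's test compared to body, *Tc*OBP6A had log2 fold changes of 1.46 in antennae (adjusted p = 0.0793) and 1.20 in mouthparts (adjusted p = 0.22), and *Tc*OBP5A of 1.05 (adjusted p = 0.391) and 2.05 (adjusted p = 0.186). In head and legs *Tc*OBP6A had 1.44 (adjusted p = 0.141) and 1.48 (adjusted p = 0.144), and *Tc*OBP5A 1.59 (adjusted p = 0.285) and 2.78 (adjusted p = 0.0935). For *Tc*OBP5A in legs, Table S1 gives the paper's adjusted p from DESeq as 0.0145. *Tc*OBP7D was enriched in mouthparts at 3.78 (adjusted p = 2.09e-04), in head at 1.44 (adjusted p = 0.0158) and in legs at 1.60 (adjusted p = 0.0102). Within the antennal libraries numbered 1, edgeR gave 2.10 (adjusted p = 0.00337) for *Tc*OBP5A, 2.16 (adjusted p = 0.0141) for *Tc*OBP6A and 1.08 (adjusted p = 0.0306) for *Tc*OBP7D in antennae. Within those numbered 2 and 3 the values were -0.51 (adjusted p = 0.234), 0.89 (adjusted p = 0.155) and 0.77 (adjusted p = 0.0692).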

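*Tc*OBP5E had 1495 RPKM in female and 1298 RPKM in male mouthparts, 82.3 ± 12.1 RPKM (SD, n = 5) in antennae, and 20.3 and 11.1 RPKM in female and male body. Compared to body, edgeR gave a log2 fold change of 6.57 (standard error 0.42, adjusted p = 1.95e-05) in mouthparts and 2.37 (standard error 0.32, adjusted p = 1.94e-04) in antennae. In antennae it was 2.52 within the libraries numbered 1 and 2.48 within those numbered 2 and 3.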

The C + OBP (*Tc*OBP5E) is enriched in mouthparts and in antennae. Most of the 21 C-OBPs are expressed in all tissues similar to the majority of the CSPs, only five are significantly enriched in antennae and mouthparts compared to body with three of them also highly abundant in head or leg (*Tc*OBP4G, *Tc*OBP4I, *Tc*OBP7E). Thus, there are just two C-OBPs (*Tc*OBP7L and *TcOBP9C*) most likely exclusively involved in chemosensory processing. 

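6 of the 20 C-OBPs with sufficient counts were enriched in antennae, and 6 in mouthparts, with 5 in both at an adjusted p-value under 0.05 (edgeR). In antennae, the log2 fold change was 2.64 (standard error 0.50, adjusted p = 0.00183) for *Tc*OBP4G, 3.73 (standard error 0.65, adjusted p = 0.00106) for *Tc*OBP7E, 9.38 (standard error 0.89, adjusted p = 2.41e-05) for *Tc*OBP7L and 19.90 (standard error 1.08, adjusted p = 2.4e-06) for *Tc*OBP9C. *Tc*OBP4I had 0.59 (standard error 0.37, adjusted p = 0.22) in antennae and 2.64 (standard error 0.46, adjusted p = 0.00322) in mouthparts. *Tc*OBP4H had 3.13 in antennae (adjusted p = 6.27e-04) and 3.87 in mouthparts (adjusted p = 0.00128). In legs, *Tc*OBP4G and *Tc*OBP4I reached means of 269 and 3515 RPKM over 1 female and 1 male library, and in head *Tc*OBP7E reached 4673 RPKM. A mean of at least 1 RPKM was found in all 5 adult tissues for 10 of the 21 C-OBPs. Within the antennal libraries numbered 1, 5 C-OBPs were enriched in antennae, and within those numbered 2 and 3, 6. Requiring at least 10 counts in every library left 3, since the other enriched C-OBPs had fewer in some library and were not tested.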

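*Tc*OBP9C had 7444 ± 1403 RPKM (SD, n = 5) in antennae and 33.2 RPKM in mouthparts (mean of 1 female and 1 male library), against 0.913 in head, 0.294 in legs and 0 in body. *Tc*OBP7L had 206 ± 43.2 RPKM (SD, n = 5) in antennae, 4.38 RPKM in mouthparts, 1.06 in head, 0.576 in legs and 0.239 in body. Since *Tc*OBP9C had 0 reads in both body libraries, the size of its log2 fold change, and its standard error, are uncertain.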

Ten C-OBPs are significantly down-regulated in the antennae compared to the body: *Tc*OBP3A, *Tc*OBP7B, *Tc*OBP7G, *Tc*OBP7H, *Tc*OBP7I, *Tc*OBP7J, *Tc*OBP10A, *Tc*OBP10B, *Tc*OBP10C, and *Tc*OBP10D. 

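All 10 of these genes had an adjusted p-value under 0.05 in edgeR's test of antennae compared to body. Their log2 fold changes ranged from -7.79 for *Tc*OBP10D to -3.55 for *Tc*OBP7G, and the largest adjusted p was 0.0045, for *Tc*OBP7B. *Tc*OBP7J retained 33.8 ± 10.5 RPKM (SD, n = 5) in antennae, against 813 and 528 RPKM in female and male body. *Tc*OBP10D had 0.942 ± 0.756 RPKM (SD, n = 5) in antennae and 215 RPKM in body. Requiring at least 10 counts in every library left 3 C-OBPs below body. The other reduced C-OBPs had fewer counts in some antennal library and were not tested, so this drop is no evidence against them. In mouthparts 0 C-OBPs were reduced at an adjusted p-value under 0.05, and 9 had an unadjusted p under 0.05 in either direction. Of these 9, only *Tc*OBP7K and *Tc*OBP7M were lower than in body, with unadjusted p of 0.0453 and 0.0411 in edgeR's test. Both falls rest on male body alone, with 189.7 and 283 RPKM there against 0 and 0.32 RPKM in female body.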

*Tc*OBP2A expression was not detected at all, *Tc*OBP7F is expressed during metamorphosis and *Tc*OBP7B is mainly active during embryogenesis as well as metamorphosis.

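*Tc*OBP2A had 12 reads in the 15 libraries of Table S1, 8 and 3 of them in male and female body. *Tc*OBP7F had 2.06 ± 0.901 RPKM (SD, n = 5) in antennae and 0.441 RPKM in body, a log2 fold change of 2.34 (standard error 0.81, adjusted p = 0.0401) in edgeR's test. Within the antennal libraries numbered 1 it was 2.25 (adjusted p = 0.104), and within those numbered 2 and 3 it was 2.58 (adjusted p = 0.0386). *Tc*OBP7B reached 3.56 RPKM in the larval body and 1.72 RPKM in female body, the highest of its values in Table S1. Embryonic and pupal samples were not analysed here.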

Statistical analysis of the two male and three female antennal samples did not show any significant difference, due to the low abundance of potential candidates and the relative high dispersion of the samples (Figure 2; Additional file 4: Figure S2, Additional file 5: Figure S3, Additional file 6: Figure S4 and Additional file 7: Figure S5). Nevertheless*, Tc*OBP7A, *Tc*OBP7K, and *Tc*OBP7M were more than five-fold overexpressed in male antennae and could be interesting for further investigation (Figure 2). 

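Male and female antennae were compared over 12185 sequences with edgeR's quasi-likelihood test. At an adjusted p-value under 0.05, 0 sequences were higher and 0 lower in males, and 140 had an unadjusted p under 0.05. The common dispersion was 0.319. DESeq2's Wald test called 1 sequence higher and 1 lower. Replicates of both sexes share the numbers 1 and 3 in the labels, from which a pairing was taken. Deviations from the group means, correlated across genes, gave r = 0.759 for the libraries numbered 1 and 0.738 for those numbered 3, against -0.759, -0.738, -0.278 and 0.278 for libraries with different numbers. With only 2 male libraries, whose deviations are opposite, each value has a counterpart of the other sign. Genes are not independent replicates, so these values describe the libraries. With the replicate number as a block, 425 sequences were higher and 19 lower in males, and the common dispersion was 0.0269. Among CSPs and OBPs, 2 were then higher and 1 lower. *Tc*OBP7K had a log2 fold change of 5.44 (adjusted p = 0.0274), *Tc*OBP7M 3.64 (adjusted p = 0.0468) and *Tc*OBP4H -0.99 (adjusted p = 0.041). Each number holds at most 1 male library, so no separate fit of each number was possible. The paper attributes the lack of significant differences in its own test to the low abundance of potential candidates and to the dispersion of the samples.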

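The mean RPKM in male antennae was 38.3 times that in female antennae for *Tc*OBP7A, 37.1 times for *Tc*OBP7K and 17.7 times for *Tc*OBP7M. No other CSP or OBP with at least 1 RPKM in either sex passed 5-fold. *Tc*OBP7A had 39.6 RPKM in male antennae 3 and 0.292 RPKM in male antennae 1, against 0.651, 0.319 and 0.591 RPKM in female antennae 1 to 3. *Tc*OBP7K and *Tc*OBP7M had 20.6 and 27.1 RPKM in male antennae 3, and 0.243 and 0 RPKM in male antennae 1. With male antennae 3 left out, the ratios were 0.561, 0.866 and 0. In male body the 3 genes had 287, 189.7 and 283 RPKM.

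**Figure D2:**
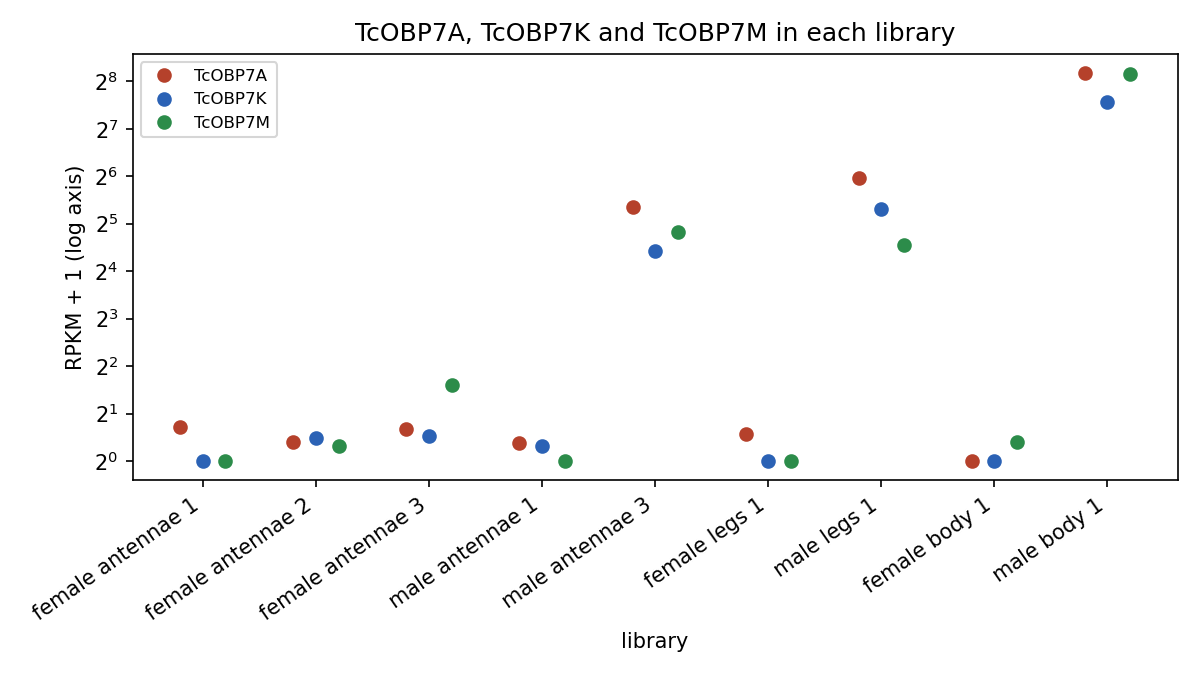
RPKM plus 1 on a log axis (vertical) of *Tc*OBP7A, *Tc*OBP7K and *Tc*OBP7M in each antennal, leg and body library (horizontal), 1 point per gene and library. Male antennae 3, male legs and male body stand above the other libraries, with 39.6, 61.3 and 287 RPKM for *Tc*OBP7A.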

The fact that we found no major and significant differences between male and female is consistent with anatomical data from the antennal lobe were no sexual dimorphism was found [92], and the antennal morphology from a related species, *Tribolium brevicornis*, were both sexes are anatomically similar [93].

**Figure 2:**
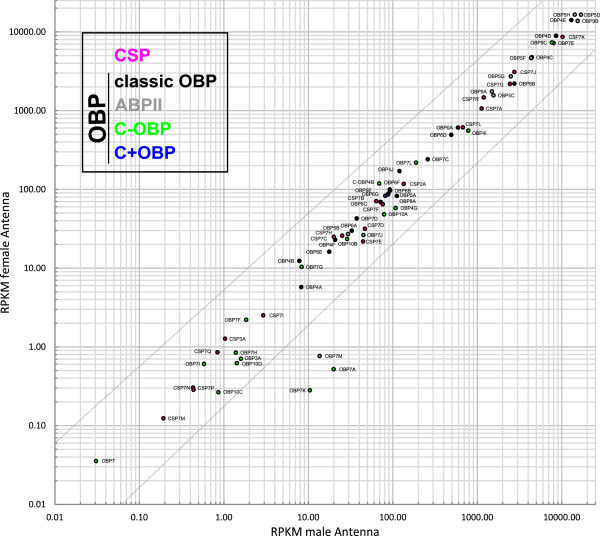
**Comparison of expression levels of CSPs and OBPs in male and female antennae, average values based on two male and three female antennal samples.** Scatter plot of the RPKM values of the CSPs (in pink) and OBPs (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue). The dotted lines represent a fivefold difference.

The comparison of transcriptome data of adult antennae and larval heads revealed differences in the expression of five ABPIIs (*Tc*OBP5C, *Tc*OBP5F, *Tc*OBP5G, *Tc*OBP5H, and *Tc*OBP9A), one classic OBP (*Tc*OBP4D) and five C-OBPs (*Tc*OBP3A, *Tc*OBP4G, *Tc*OBP4I, *Tc*OBP7I, and *Tc*OBP9C). 

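At a limit of 1 RPKM, 8 of the 11 named transcripts were absent from the single larval head library, which held 14535571 assigned reads. *Tc*OBP5G, *Tc*OBP5H, *Tc*OBP4I and *Tc*OBP9C had 0 reads there. The upper bound of the 95% Wilson interval, which covers counting error only, was at most 0.683 RPKM for these. *Tc*OBP5F had 0.169 RPKM, *Tc*OBP4D 0.62 RPKM, *Tc*OBP4G 0.849 RPKM and *Tc*OBP9A 0.962 RPKM. Their upper bounds were 0.955, 1.59, 1.99 and 2.1 RPKM, so for the last 3 a level above 1 RPKM cannot be excluded at this depth. Above the limit were *Tc*OBP5C with 2.05 RPKM, *Tc*OBP7I with 1.87 RPKM and *Tc*OBP3A with 1.36 RPKM. In adult antennae *Tc*OBP5H had 15633 ± 7946 RPKM (SD, n = 5), *Tc*OBP9C 7444 ± 1403 RPKM (SD, n = 5) and *Tc*OBP4D 8768 ± 1220 RPKM (SD, n = 5), whereas *Tc*OBP3A and *Tc*OBP7I had 1.06 ± 1.06 and 0.598 ± 0.327 RPKM there, and means of 47.7 and 36.3 RPKM in mouthparts. A limit of 5 RPKM counted 11 as absent, and a limit of 10 reads 9. The larval head has no replicate, so no test was made.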

Most of these transcripts were present in adult antennae or mouthparts but were absent in the larval head (Figure 1B) reflecting the reduced larval olfactory system which also corresponds to the lower amount of expressed odorant receptors previously described (41 in larvae compared to 111 in adults) [94].

In a previous study regarding the stink glands of *T. castaneum* [95], *Tc*OBP8A, *Tc*OBP6B, *Tc*CSP7P and *Tc*CSP7R were identified to be transcriptionally enriched in the prothoracic glands compared to general anterior abdominal tissue. Interestingly *Tc*OBP8A and *Tc*OBP6B were also enriched in antennae and mouthparts, whereas *Tc*CSP7P was only detected in embryo and pupa. It seems that in *Tribolium* these OBPs are not only involved in reception of odorants/pheromones but also in production or release of such semiochemicals, as postulated for some lepidoptera [26, 49].

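*Tc*OBP8A had 94.1 ± 32.2 RPKM (SD, n = 5) in antennae and 205 RPKM in mouthparts, against 9.94 RPKM in body. Its log2 fold change in edgeR's test was 3.19 (standard error 0.45, adjusted p = 2.94e-04) in antennae and 4.43 (standard error 0.52, adjusted p = 3.78e-04) in mouthparts. *Tc*OBP6B had 95.2 ± 31.8 RPKM (SD, n = 5) in antennae and 1507 RPKM in mouthparts, with log2 fold changes of 5.65 (standard error 0.52, adjusted p = 1.94e-05) and 9.76 (standard error 0.63, adjusted p = 1.95e-05). *Tc*CSP7P reached at most 2.34 RPKM in the libraries of Table S1.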

To relate our transcriptome data to protein detection in the adult antenna, we additionally performed MALDI-TOF-TOF MS with antennal extracts. We were able to identify fingerprints of 14 of the 70 candidates in antennae on protein level (Figure 1B). Thus, we found at least one tryptic fragment with an ion score above 50 that maps uniquely to the AA sequence of one of the CSPs or OBPs (Additional file 3, Table S2). We identified three highly expressed CSPs (*Tc*CSP7A, *Tc*CSP7G, *Tc*CSP7R), the three highest expressed classic OBPs (*Tc*OBP4C, *Tc*OBP4D, *Tc*OBP4E), four of the highly expressed ABPII subclass (*Tc*OBP5C, *Tc*OBP5D, *Tc*OBP5H, *Tc*OBP9B), and four C-OBPs (*Tc*OBP7E, *Tc*OBP7J, *Tc*OBP10A, *Tc*OBP10B). 

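Ranked by mean antennal RPKM among the 70 candidates, *Tc*OBP5D, *Tc*OBP5H, *Tc*OBP9B and *Tc*OBP4E stood at ranks 1 to 4. *Tc*OBP4D and *Tc*OBP4C followed at ranks 6 and 9, with no other classic OBP above them. *Tc*CSP7G, *Tc*CSP7R and *Tc*CSP7A were at ranks 14, 17 and 18, and *Tc*OBP5C at rank 16. Of the C-OBPs, *Tc*OBP7E had 7524 ± 3980 RPKM (SD, n = 5), *Tc*OBP7J 33.8 ± 10.5 RPKM (SD, n = 5), *Tc*OBP10A 60.4 ± 60.9 RPKM (SD, n = 5) and *Tc*OBP10B 25.6 ± 28.9 RPKM (SD, n = 5). The means of *Tc*OBP10A and *Tc*OBP10B rest mainly on the antennal libraries numbered 3. *Tc*OBP10A had 128 and 124 RPKM in female and male antennae 3, and from 5.24 to 33.2 RPKM in the other antennal libraries. For *Tc*OBP10B these values were 65.5 and 46.7 RPKM, and from 1.2 to 10.7 RPKM. Their means in body were 4408 and 1930 RPKM. *Tc*CSP7K, at rank 5 with 9265 ± 6559 RPKM (SD, n = 5), was not among the proteins found.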

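All 14 genes whose proteins were found had a mean of at least 1 RPKM in antennae. Log2(RPKM + 1) averaged 10.84 ± 3.32 (SD, n = 14 genes) for them and 5.23 ± 3.70 (SD, n = 56 genes) for the candidates not found. The difference of 5.61 had p = 2e-05 in a two-sided permutation test over genes, the smallest that 100000 permutations can give. 7 of the 10 candidates with the highest antennal mean were found as protein. 31 candidates not found had a higher antennal mean than the lowest of those found. With a pseudocount of 0.1 in place of 1, the difference was 6.03.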

All identified tryptic fragments belong to genes that are transcribed in the antennae, therefore confirming their expression also on a protein level.

### Phylogenetic considerations in respect to the expression of the CSPs and OBPs

The majority of the 50 OBPs and 20 CSPS of *T. castaneum* are arranged in clusters like in other insects e.g. *D. melanogaster* [22], *An. gambiae* [96], the honey bee *Apis mellifera* [21] and silk moth *Bombyx mori* [97]. The CSPs are organized in arrays of two, six and ten genes on the seventh chromosome, only two (*Tc*CSP2A, *Tc*CSP3A) are non-clustered and located on chromosome 2 and 3. Most of the classic OBPs are arranged in two large arrays on chromosome 4 and 6, only six are interspersed (*Tc*OBP5A, *Tc*OBP6A, *Tc*OBP7C, *Tc*OBP7D, *Tc*OBP8A and *Tc*OBP8B). Six of the eight ABPIIs are located on chromosome 5 with three genes per cluster, the remaining two are close together on Chromosome 9. Nine of the 21 C-OBPs are located in a cluster on chromosome 7, close to the interspersed classic OBP *Tc*OBP7D, that is phylogenetically the closest relative classic OBP to all C-OBPs. Additional three C-OBPs form a cluster on chromosome 4, four on chromosome 10 and the remaining 5 C-OBPs are interspersed on chromosome 2, 7 and 9. The only C + OBP (*Tc*OBP5E) is located next to the second ABPII cluster on chromosome 5, but is phylogenetically unrelated to this group. All other OBPs carrying an additional cysteine are randomly distributed over the genome. The presence of clusters of phylogenetically related genes in all investigated insects can be explained by their origin from gene duplication events within the respective lineage but the fact that the clusters are conserved within different *Drosophilidae* indicates some constraints that stabilize the clusters [98]. 

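Each of the 54 genes in the 11 clusters was assigned the adult or larval sample type with its highest mean RPKM. Pairs of genes from the same cluster shared it in 45 of 143 cases, or 31.5%, against 18.2% on average when genes were permuted among clusters (permutation test, one-sided, p = 9.3e-04). With the 5 adult tissues only, the share was 37.8% against 22.4% (permutation test, p = 4.2e-04). All genes of a cluster belong to the same subgroup, and the permutation mixed the subgroups. These differ in their highest sample type, with 7 of the 8 ABPIIs highest in antennae and 12 of the 20 classic OBPs in mouthparts. The excess therefore cannot be told apart from a difference between subgroups, and says nothing on shared regulation. In 4 clusters all genes had the same highest tissue. The 6 genes from *Tc*OBP6B to *Tc*OBP6G were highest in mouthparts, whereas the 10 genes from *Tc*CSP7I to *Tc*CSP7R had their highest values in 5 different sample types. Because expression within clusters is partially unrelated, the paper states that its data give no support to shared regulative elements as a reason for maintaining the clusters, and it adds that more sophisticated methods are most likely needed.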

One possible explanation for the maintaining of the clusters is the sharing of regulative elements [99], however, our expression data do not support this theory since genes from the same cluster (Figure 1B, indicated by horizontal brackets) show partially unrelated expression. Most likely more sophisticated methods are needed to understand the complex interplay of regulative elements within a cluster as recently shown for regulatory elements of odorant receptors in *Drosophila* [100] and their distribution within clusters. An interspecies comparison between *T. castaneum, D. melanogaster*, and *An. gambiae* regarding the expression level in a phylogenetic context revealed that some expression features found in *T. castaneum* are conserved between these species. The majority of the CSPs of all species are expressed in all tissues (Figure 3A). The classic OBPs in the branch holding genes of all three species are mainly enriched in antennae and/or mouthparts (Figure 3B). Only three – namely *Dm*OBP22a, *Dm*OBP56f, *Dm*OBP51a – are clearly underrepresented in the main chemosensory tissues. Also the antennal expression of *T. castaneum* ABPIIs is consistent in the other species (Figure 3B). All members of this subgroup except *AgOBP18* are enriched in antennae and the highest expressed OBPs within each species belong to this group.

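For the *Tribolium* members, all 8 ABPIIs were enriched in antennae compared to body (edgeR, largest adjusted p = 5.14e-04). *Tc*OBP5D, *Tc*OBP5H and *Tc*OBP9B had the 3 highest antennal means of all OBPs, with 16664, 15633 and 14433 RPKM, followed by the classic *Tc*OBP4E with 13656 RPKM. *Tc*OBP5D exceeded *Tc*OBP9B in all 5 antennal libraries. *Tc*OBP5H was below *Tc*OBP5D, and *Tc*OBP4E below *Tc*OBP9B, in the libraries numbered 1, and above it in those numbered 2 and 3. *Tc*OBP5B was the lowest ABPII, with 28.1 RPKM. Samples of *Drosophila* and *Anopheles* were not analysed here.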

**Figure 3:**
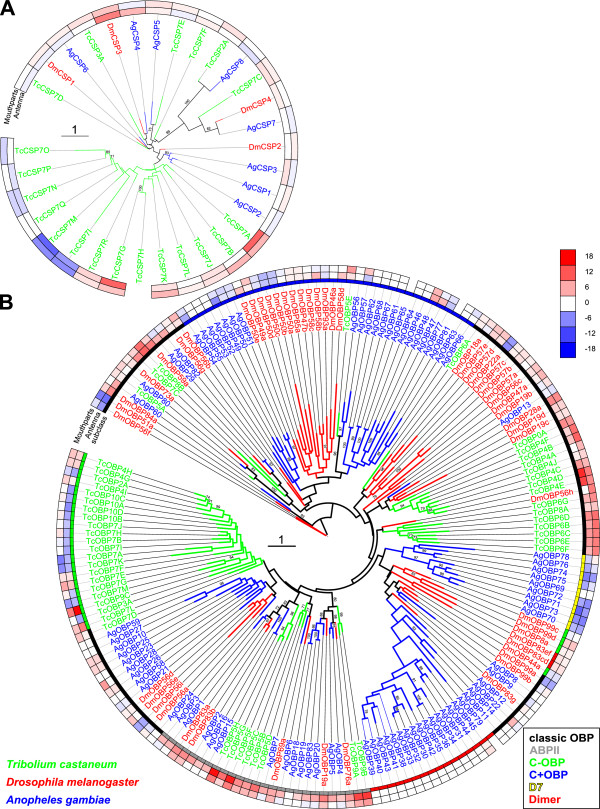
**Mid-point rooted phylogenetic tree of CSP (A) and OBP (B) sequences from** ***Tribolium castaneum*** **(green branches),** ***Drosophila melanogaster*** **(red branches), and** ***Anopheles gambiae*** **(blue branches).** Outer rings represent the expression in antennae and ‘mouthparts’ (*Tribolium*: palps, mandible, labrum and labium; *Drosophila*: palp and proboscis; *Anopheles*: maxillary palp) as log2 fold change compared to body corresponding to the scale in the right middle. The scale bars within the trees represent 1 amino acid substitution per site. Inner ring in B indicates the phylogenetic subclass (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue, D7 in yellow, Dimer in red). Numbers on branches show values of 100 times replication bootstrap analysis higher than 70.

**Figure 4:**
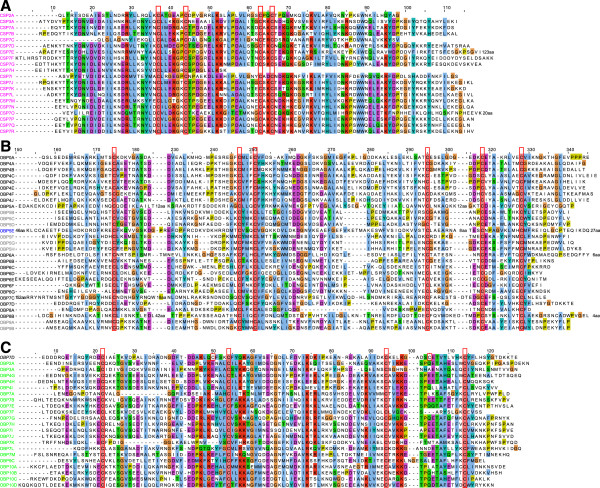
**Multiple alignments of CSPs (A), OBPs (B), and C-OBPs including TcOBP7D (C) made with ClustalW2**[94]**and visualized with Jalview 2.0.1**[95]**.** OBP8B was manually adapted to fit the conserved cysteine pattern. The N-terminal regions of OBP7C, 8B and 5E are truncated, as well as a portion between C1 and C2 of OBP5A and OBP7C, and the C-terminus of OBP5E and OBP6A (the number of deleted AA is indicated, respectively). Cysteines are indicated by red frames. CSPs are indicated in pink, classic OBPs in black, ABPIIs in grey, C-OBPs in green, and the C + OBP in blue.

The comparison of the C-OBPs of *T. castaneum*, *An. gambiae*, and *D. melanogaster* revealed that they are polyphyletic (Figure 3B) as previously shown by Vieira and Rozas [17]. The phylogenetic analysis as well as the chromosomal clustering indicates that in *T. castaneum* this large expanded group is together with the classic OBP *Tc*OBP7D most likely derived from a common ancestor. This is similar to the situation in *A. mellifera*, where a monophyletic group of C-OBPs (*Am*OBP14 to *Am*OBP21) clusters together with the classic OBP *Am*OBP13 both on the genomic localization and on the phylogenetic level [21]. However, even though the C-OBPs of different species are polyphyletic in their origin, they are in general highly and equally expressed in all tissues indicating a broad function. The loss of a disulfide bridge might increase their binding flexibility to serve different binding tasks [10, 20, 101]. The C-OBPs (21 in *T. castaneum*, four in *D. melanogaster*) actually represent similarly to the CSPs (20 in *T. castaneum*, four in *D. melanogaster*, eight in *An. gambiae*) a large expansion in *T. castaneum* and are mostly not antennae- or mouthpart-specifically expressed. Therefore, these proteins might not be mainly involved in chemosensory detection but might have additional roles such as detoxification which has been discussed for *D. sechelia* [102].

## Conclusion

Our *T. castaneum* expression analysis revealed expression of most CSPs and C-OBPs in various body parts, whereas expression of classical OBPs and ABPIIs is mainly restricted to the antennae and mouthparts. These data are consistent with previous observations in different insects [48], like *A. meliffera* [21, 65], *An. gambiae* [42], *B. mori* [103] and the large black chafer *Holotrichia parallela* [104]. Systematic OBP knockdowns in *D. melanogaster* show their necessity for correct olfactory behavioral responses and indicate a combinatorial OBP-dependent odorant recognition [38]. Our comparative expression data suggest that within the classic OBPs, especially the ABPII subgroup has a specific role in olfaction, since all members of *T. castaneum*, *An. gambiae*, and *D. melanogaster* are highly expressed and enriched in the antennae. Moreover, this group contains some of the most prominent OBPs such as *D. melanogaster* LUSH involved in pheromone detection [35, 41], *An. gambiae Ag*OBP4 that forms cooperative heteromers with other OBPs [105], and *Ag*OBP1 that mediates indole detection to find blood meals [39] and is co-expressed with other ABPIIs (*Ag*OBP3, *Ag*OBP4, *Ag*OBP19) [106].

Most OBPs of *T. castaneum* are arranged in clusters in the genome. The only exceptions are *Tc*OBP5A, *Tc*OBP6A, *Tc*OBP7C, *Tc*OBP7D, *Tc*OBP8A, and *Tc*OBP8B. Intriguingly three of them (*Tc*OBP5A, *Tc*OBP6A, *Tc*OBP7D) show an atypical, ubiquitous expression and four differ massively from the average size of 143 AA: *Tc*OBP8A 106 AA; *Tc*OBP5A 176 AA, *Tc*OBP8B 200 AA, and *Tc*OBP7C 320 AA (Figure 4). Interestingly, a bootstrap value of 100 indicates orthology of TcOBP5A with a single widely expressed OBP in *An. gambiae* (AgOBP80) and *D. melanogaster* (DmOBP73a) (Figure 3), which seem to have also single orthologues in *B. mori*, the pea aphid *Acyrthosiphon pisum*, and the body louse *Pediculus humanus* [17].

In contrast to the ABPIIs and classic OBPs, the CSPs and C-OBPs show a more broad expression indicating a more versatile function in transport of hydrophobic chemicals involved in various processes. In *T. castaneum*, several functions besides semiochemical reception are implicated: *Tc*CSP7P and *Tc*CSP7R are highly enriched in odoriferous glands [95] and may be involved in the secretion of semiochemicals or defensive products; *Tc*OBP10B and *Tc*CSP7D are up-regulated after cry toxin exposure [107] indicating a function in detoxification or the innate immune system of *T. castaneum. Tc*OBP7F is transferred during copulation via seminal fluids [108] similar to the yellow fever mosquito *Aedes aegyti* [109] to potentially mark fertilized eggs, as also described for *Helicoverpa* moths [50]. Many more functions of CSPs in insects have sporadically been described, such as involvement in limb regeneration in the American cockroach *Periplaneta americana* [53], presence in the female reproductive organs of the migratory locust *Locusta migratoria* [110], involvement in embryonic integument formation in *A. mellifera* [51], response to an insecticide in the silverleaf whitefly *Bemisia tabaci* [111] and *B. mori* [112] *,* detergent like function in the proboscis of two *Helicoverpa* species [113]. Taken together, some CSPs seem to participate in chemoreception, however, most of them might have more general functions involved in the release of semiochemicals [26], development [51], reproduction [50, 108, 109, 114], food intake [113], and in the drug/immune response [52, 107, 111, 112].

## Availability of supporting data

The complete transcriptomics dataset including all relevant parameters has been deposited to the National Center for Biotechnology Information (NCBI) database repository ‘Gene Expression Omnibus’ (GEO accession number: GSE63162) [115].

## Electronic supplementary material

Additional file 1: Table S1: New names (column 1; uploaded at iBeetle genome browser [48]) based on chromosomal localization and corresponding previous names from Richards et al. 2008 [7] (column 2; uploaded at Beetle Base) as well as Foret and Maleska [16, 63] respectively from Vieira and Rozas [12] (column 3). The AA sequence including the signal peptide with the tryptic fragments identified by MALDI-TOF MS highlighted in red (column 4). The length of the pre-peptide (column 5) and mature peptide (column 6) in AA. The predicted length of the signal peptide (column 7; based on SignalP4.1 [50]). The molecular mass of the pre-peptide (column 8) and the mature peptide (column 9). The superfamily identified by the conserved domain database [51] (column 10), as well the probability as e-value (column 11). The confidence of the signal peptide [50] (column 12). The number of cysteines in the mature peptide (column 13). The Cysteine formula adjusted to the six highly conserved cysteines (column 14; including C-OBPs). The isoelectric point (based on endmemo [116], column 15). The position of alpha helices (based on jpred [117], column 16). Whether it was confirmed by cloning from cDNA (column 17). Primer sequences used for cloning from cDNA (columns 18 and 19). The reads per kilobase of exon model per million mapped reads of the different tissue samples (columns 20–34) The calculated fold-changes over body, and the corresponding p-values (DESeq package [80], column 35–42).

Additional file 2: Figure S1: Midpoint-rooted phylogenetic tree of CSP (A) and OBP (B) sequences from *Tribolium castaneum* (green branches), *Drosophila melanogaster* (red branches), and *Anopheles gambiae* (blue branches). Outer rings represent the expression in body, ‘mouthparts’ (*Tribolium*: palps, mandible, labrum and labium; *Drosophila*:palp and proboscis; *Anopheles*: maxillary palp) and antenna as percentage compared to the highest expressed gene according to the scale in the right middle. Please note that the methods used to obtain the different expression data (RNAseq and microarray) are not directly comparable. Thus, this figure can only give an impression of the tissue-specific abundance of the transcripts. The scale bars within the trees represent 1 amino acid substitution per site. Inner ring in B indicates the phylogenetic subclass (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue, D7 in yellow, Dimer in red). Numbers on branches show values of 100 times replication bootstrap analysis higher than 70.

Additional file 3: Table S2: Proteins of antennal extracts identified by MALDI-TOF-TOF MS-fingerprinting: accession number, molecular weight, protein isoelectric point, peptide count, ion score, and Pfam prediction.

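Over the 54 CSPs and OBPs with at least 1 RPKM in either sex, 1 exceeded 5-fold in male heads and 0 in female heads. This was *Tc*CSP7M, with 2.05 RPKM in males and 0.403 RPKM in females. With a pseudocount of 1 on both values, 0 genes exceeded it. Each sex had 1 library, so the difference has no replicate check.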

Additional file 4: Figure S2: Comparison of expression level of CSPs and OBPs in male and female heads (missing antennae but including mouthparts). Scatter plot of the RPKM values of the CSPs (in pink) and OBPs (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue). The dotted lines represent a fivefold difference.

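None of the 60 CSPs and OBPs with at least 1 RPKM in either sex differed by more than 5-fold between the single male and the single female mouthpart library. *Tc*CSP7K had 46977 RPKM in female and 54179 RPKM in male mouthparts.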

Additional file 5: Figure S3: Comparison of expression level of CSPs and OBPs in male and female mouthparts. Scatter plot of the RPKM values of the CSPs (in pink) and OBPs (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue). The dotted lines represent a fivefold difference.

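In legs 3 of 49 genes exceeded 5-fold in the male library and 0 in the female library. *Tc*OBP7A had 61.3 RPKM in males and 0.476 RPKM in females. *Tc*OBP7K and *Tc*OBP7M had 38.8 and 22.4 RPKM in males and 0 reads in females. There was no replicate of either sex.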

Additional file 6: Figure S4: Comparison of expression level of CSPs and OBPs in male and female legs. Scatter plot of the RPKM values of the CSPs (in pink) and OBPs (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue). The dotted lines represent a fivefold difference.

Additional file 7: Figure S5: Comparison of expression level of CSPs and OBPs in male and female bodies. 

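Between the single male and female body libraries, 5 of 55 genes exceeded 5-fold in males and 3 in females. *Tc*OBP7A, *Tc*OBP7K and *Tc*OBP7M had 287, 189.7 and 283 RPKM in males, and 0, 0 and 0.32 RPKM in females. *Tc*CSP7I had 477 and 1.66 RPKM, and *Tc*OBP4A 13 and 0.098 RPKM. Higher in females were *Tc*CSP7A, *Tc*OBP4F and *Tc*OBP7C, all below 2 RPKM there. With a pseudocount of 1 on both values, 5 genes exceeded 5-fold in males and 0 in females.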

Scatter plot of the RPKM values of the CSPs (in pink) and OBPs (classic in black, ABPII in grey, C-OBP in green, C + OBP in blue). The dotted lines represent a five fold difference.

How the deposited data were processed for this re-analysis (not part of the article)

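RNA sequencing of *Tribolium castaneum* covered 16 libraries. They comprise 3 female and 2 male antennal libraries, 1 female and 1 male library each of mouthparts, head, legs and body, 1 library each of larval head and larval body, and 1 mixed-sex mouthparts library. The mapping of libraries to tissue, sex and number follows the sample labels and was checked against Table S1, where the RPKM of every candidate in 15 libraries matched the counts of the library so named. The labels and the paper differ in RNA input (400 ng and 300 ng) and in age (0 to 21 days, and up to 3 months).

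Before they deposited the counts, the authors mapped paired reads of 100 bp with bowtie2 in its very-sensitive mode to the au3 gene set, in which the CSP and OBP models had been replaced by curated sequences, and counted mapped reads per sequence with samtools. The deposited values are raw read counts for 14524 sequences with the length of each sequence, without normalization. The paper states that unique reads of *Tc*CSP7H could be mapped only to its 3′UTR, because of its similarity to *Tc*CSP7G, and it leaves this gene out of its figures. A general rule for reads that fit several sequences was not found in the text, so near-identical sequences may have exchanged reads. *Tc*CSP7G and *Tc*CSP7H are the only candidates that share more than 90% of their residues. The authors computed RPKM values and used DESeq for their own tests.

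From the counts, RPKM was computed here, with the counts divided by the length of the sequence and by the total of assigned reads in the library. Main tests used edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, TMM normalization) on sequences with at least 10 counts in at least 2 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Tissues were compared to body in 1 fit over 13 adult libraries, without sex as a covariate. Each standard error was back-calculated from edgeR's test, as the absolute log2 fold change divided by the square root of its F statistic. It is not a separate estimate of precision, least of all for genes without reads in body. Male and female antennae were compared over the 5 antennal libraries, and again with the replicate number of the labels as a block. DESeq2 1.42.0 was an alternative. Permutation tests over genes used 100000 permutations with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Proteins of Table S1 were aligned with Biopython 1.88 (BLOSUM62, gap penalties of 11 and 1).

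Library totals ranged from 14535571 reads in the larval head to 80642992 reads in male antennae 3. The smallest level shown by 3 reads on 1 kb lay between 0.0372 and 0.206 RPKM. Wilson intervals of 95% were computed for the larval head. Intervals and floors cover counting error only. No pair of files held identical values.

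The scripts were tested on simulated data in which 200 sequences were changed. At a dispersion of 0.3, near that of the real libraries, edgeR recovered 59.5% of them in the antennal design with 6 false calls, and 50.5% in the design of male against female antennae with 2 false calls. DESeq2 recovered 69.5% in the antennal design with 44 false calls. The changed sequences were well counted and changed strongly, and the simulated counts varied independently between libraries. In the real antennal libraries the common dispersion fell from 0.319 to 0.0269 with the replicate block, a structure the simulation lacks. Fits with the block, and with part of the antennal libraries, were not simulated, so these rates do not carry over to them.

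Genes named in the text are every CSP or OBP that the paper names in the sentence concerned, every CSP or OBP past the threshold between the sexes, and outside both families at most 2 sequences with the largest rise and 2 with the largest fall in antennae. This rule, the designs and the alternatives were set before the data were examined. Separate fits of the antennal libraries numbered 1 and of those numbered 2 and 3 were planned from the values in Table S1, where these libraries stand apart. Alternatives changed the normalization, the test, the filter on low counts, the threshold, the libraries in the fit, the blocks, the RPKM limits and pseudocounts, and left out single libraries. Genomic coordinates were not used here, because the reference table comes from another assembly than au3. Peptide spectra, embryonic and pupal samples were not analysed here.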

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

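Of the tests in this part, those on RNA from the male body, on a sex difference shared by both male libraries, on the depth of male antennae 1 and on the depth behind the receptor counts were chosen only after the results were seen. The test on shared reads was set before.

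In each group of 5 antennal log2(RPKM + 1) values, the sample farthest from the others was compared with the range of the group (critical value 0.71). 4 of 60 groups passed it, where about 3 are passed by chance. The ratio of the gap to the range was 0.929 for *Tc*OBP7A and 0.881 for *Tc*OBP7K, both high in male antennae 3. It was 0.796 for *Tc*OBP4F in male antennae 1 and 0.719 for *Tc*OBP9A in female antennae 3. For these last 2 genes no explanation was tested, biological or technical.

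The male antennal excess of *Tc*OBP7A, *Tc*OBP7K and *Tc*OBP7M rests on male antennae 3, although *Tc*OBP7K and *Tc*OBP7M passed the threshold in the fit with the replicate block. Against female antennae 1, which carries the same number, male antennae 1 was higher for *Tc*OBP7K, with 0.243 against 0 RPKM. It was lower for *Tc*OBP7A, with 0.292 against 0.651 RPKM, and both had 0 RPKM for *Tc*OBP7M. Of the 3 genes, 0 stood above every female library in male antennae 1, against a sex difference shared by both male antennal libraries. Depth of male antennae 1 does not account for it, since 423 reads of *Tc*OBP7K would have been counted there at the RPKM of male antennae 3, and 5 were. Reads shared with another CSP or OBP are no better an account, since the highest share of residues any of the 3 proteins has in common with another candidate was 32.8%. Reads shared with sequences outside both families were not examined.

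A candidate explanation is RNA from a part of the male body in male antennae 3. The 420 sequences outside both families with at least 20 CPM in male body, and 50 times their level in every female adult library, had a median of 7.58% of their male-body level in male antennae 3, and 0.073% in male antennae 1. In male antennae 3, *Tc*OBP7A, *Tc*OBP7K and *Tc*OBP7M stood at 13.8%, 10.8% and 9.57% of their male-body level, within the central 95% of these sequences, with *Tc*OBP7A near its upper end at percentile 97.1. Female antennae 3, which carries the same number, had 0.69%, against 0.0425% and 0.084% in female antennae 1 and 2, although the choice of these sequences caps their level in female libraries. RNA of the whole male body, as mixed in its library, does not account for such shares. In male antennae 3 *Tc*CSP7M and *Tc*CSP7I had 0.198 and 1.49 RPKM, against 347 and 477 RPKM in male body. Which part of the body such RNA came from, and how it reached the libraries, was not tested.

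In male legs the median of the same sequences was 6.3%. *Tc*OBP7A and *Tc*OBP7K stood at 21.4% and 20.5% there, above the central 95% of the sequences, with 5 of the 420 higher still. *Tc*OBP7M was at 7.91%, at percentile 83.6 and within the central 95%. RNA of the whole male body, as mixed in its library, does not account for such shares here either, since *Tc*CSP7M had 0.121 RPKM in male legs. Male legs had 1 library, and the 3 genes had been chosen for their male excess. Even for *Tc*OBP7A and *Tc*OBP7K, the levels in male legs therefore cannot be told apart from RNA of a part of the male body.

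For *Tc*OBP7A and *Tc*CSP7B, every antennal library of females differed from the female body in one direction and every antennal library of males from the male body in the other. For *Tc*OBP7A the mean log2 difference was 0.60 in females and -5.31 in males, a difference of -5.91, and the female body had 0 reads. For *Tc*CSP7B it was -0.35 and 0.43, a difference of 0.78, with 89.5 and 45.2 RPKM in female and male body. These differences were not tested, because each sex has 1 body library, and no explanation was tested for *Tc*CSP7B. By the means alone, 6 further candidates moved in opposite directions, though not in every library: *Tc*CSP7I, *Tc*CSP7L, *Tc*CSP7Q, *Tc*OBP4A, *Tc*OBP7K, and *Tc*OBP7M.

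Outside the CSPs and OBPs, 121 odorant receptors, 54 gustatory receptors, 12 ionotropic receptors and 39 cytochrome P450 genes were enriched in antennae compared to body. The paper cites an earlier count of expressed odorant receptors, and gives no values of its own for these families. Library size does not account for the odorant receptors, since 127 of 337 had at least 10 reads in female antennae 1, the smallest antennal library, and 68 in male body, the larger of the body libraries. Reads shared between similar receptors were not examined, and no explanation was tested for the other families.

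The mixed-sex mouthparts library, which the paper does not report on, had 60 candidates with at least 1 RPKM. The female and male mouthparts had 59 in both, of which 57 were also present in the mixed library. No explanation was tested for the remaining differences.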

How the results depend on the processing

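Values of comparisons and counts kept their direction and their side of the threshold, or stayed within 1.5 times, in 306 of the recomputations, and moved in 44. The antennal difference between the subgroups, the level of genes whose proteins were found, the share of cluster pairs with one highest tissue and the enrichment of *Tc*OBP5E in antennae and mouthparts kept their direction and side of the threshold under every alternative run for them. Except for the filter on low counts, the cause of the changes below was not tested.

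With at least 10 counts required in every library, any gene with fewer counts in some library was not tested. Each CSP and OBP lost in the counts that follow was such a gene, so the drop is no evidence against its call. In antennae 2 CSPs, 3 ABPIIs, 8 classic OBPs and 3 C-OBPs were then enriched, and 0 CSPs (5 with an unadjusted p under 0.05) and 3 C-OBPs reduced. In mouthparts 3 ABPIIs and 10 classic OBPs remained. Of CSPs and OBPs reduced, 0 remained in head (22 with an unadjusted p under 0.05 in either direction) and 3 in legs.

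At an adjusted p-value under 0.01, 1452 sequences were enriched in antennae instead of 2196, and 2 CSPs reduced. Mouthparts had 722 enriched and 442 reduced, head 941 and 516, and legs 673 and 778. In head 2 CSPs and OBPs were reduced.

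With only the tissue and body in the fit, 622 sequences were reduced in mouthparts instead of 1443. Head had 737 enriched and 420 reduced instead of 1768 and 1616, and legs 576 and 743 instead of 1460 and 1749. In antennae 2 CSPs were reduced. In head 15 CSPs and OBPs were enriched and 2 reduced, and in legs 4 were reduced.

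Scaling by total counts alone gave 812 enriched and 2990 reduced sequences in legs. DESeq2's Wald test gave 2222 reduced in mouthparts, and all 3 mouthpart libraries 2269. With antennal libraries numbered 1 only, 10 CSPs were enriched in antennae, and with those numbered 2 and 3, 7 were reduced. The CSPs enriched ran from 5 to 8 across the fits that each left out 1 antennal library, and the CSPs reduced from 3 to 4.

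Between male and female antennae, 0 sequences differed (140 with an unadjusted p under 0.05). The replicate block, a pairing taken from the labels with r = 0.759 and 0.738 for same-numbered libraries, gave 425 higher and 19 lower in males, and 2 and 1 CSPs and OBPs. DESeq2's Wald test gave 1 and 1. No tests were made with a male antennal library left out, which leaves 1 male library. The male to female ratio ran from 0.561 to 76.1 for *Tc*OBP7A, from 0.866 to 73.3 for *Tc*OBP7K and from 0 to 110.2 for *Tc*OBP7M with 1 antennal library left out at a time.

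With a pseudocount of 1, 0 genes exceeded 5-fold in male heads instead of 1, and 0 in female bodies instead of 3. These libraries have no replicate, so no p was computed. Absence from the larval head is limited by its depth of 14535571 reads, and the named transcripts counted as absent ran from 8 at 1 RPKM to 11 at 5 RPKM.

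The antennal log2 fold change of *Tc*OBP4A, -0.20 and not significant, changed sign to 0.031 with total counts only, 0.0097 with only antennae and body in the fit, 0.21 with sex as a block, 0.53 with libraries numbered 2 and 3, and ran from -1.19 to 6.04 with 1 library left out. That of *Tc*OBP5A was -0.51 with libraries numbered 2 and 3 instead of 1.05. Of 116 fold changes of named genes, 52 kept direction, side of the threshold and size throughout. Over all their recomputations, 27 were weaker, 23 stronger and 71 moved by more than 1 standard error where a library was left out and no test remained.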

Differences from the paper's values

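Of the 257 fold changes of Table S1 that could be put on a log2 scale, 0 differed in sign or by more than 1 standard error from the values computed here, and the numbers of enriched and reduced genes in the text differed by at most 1.5 times. The text of the paper names *Tc*CSP7C as the shortest CSP, whereas *Tc*CSP7H had 68 AA here and in Table S1. Lengths equalled those of Table S1 for 69 of 70 candidates. *Tc*OBP5A had 175 AA here, computed from its nucleotides less a stop codon, against the paper's 176 AA.

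Calls at an adjusted p-value under 0.05 coincided for 238 of 272 comparisons with Table S1, 11 passed only in Table S1 and 23 only here. The paper names *Tc*CSP7K among the CSPs enriched in antennae. Its adjusted p here was 0.0745, with a log2 fold change of 1.79. The adjusted p of *Tc*CSP7K was 0.0124 with DESeq2's Wald test, 5.72e-04 with the antennal libraries numbered 1 only, 0.0254 with those numbered 2 and 3, 0.0416 without female antennae 2 and 0.0349 without male antennae 3. Under the other alternatives set before the data were examined it stayed above 0.05. The paper excepts *Tc*OBP5C from the ABPIIs enriched in mouthparts, and it had an adjusted p of 0.0014 here. None of the alternatives with a test brought it above 0.05. *Tc*OBP4A is listed by the paper as enriched in mouthparts and had 0.077 here, with a log2 fold change of 5.67. It was 0.00375 with DESeq2's Wald test and 0.0487 with all 3 mouthpart libraries, and above 0.05 under the other alternatives with a test.

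*Tc*OBP4I is named in the text of the paper among the C-OBPs enriched in antennae and mouthparts, and had an adjusted p of 0.22 in antennae here. Table S1 of the paper gives no significant change for it in antennae either, with the paper's adjusted p of 0.654, and none of the alternatives with a test brought it under 0.05. *Tc*OBP4H, not named there, had 6.27e-04 and stayed under 0.05 in all of them. *Tc*OBP7D appears in the paper both as enriched in mouthparts and as evenly expressed, and had a log2 fold change of 3.78 in mouthparts here. The paper describes *Tc*CSP7I as expressed only in the body, without distinguishing the sexes, and 477 RPKM were found in male and 1.66 RPKM in female body.

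*Tc*OBP2A was not detected according to the paper, and 12 reads were counted here over the 15 libraries. The paper describes most C-OBPs as expressed in all tissues, and 10 of 21 had a mean of at least 1 RPKM in all 5 adult tissues.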

Other observations

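Tests on RNA from other tissues in the libraries numbered 1, on RNA from the male body, on the batch and on the number of tissues were chosen only after the results were seen. The test on younger beetles was set after the difference between the libraries, and 1 sequence that shows it, had been seen. Those on library size and on other splits were set before their outcome was seen.

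Antennal libraries numbered 1 and those numbered 2 and 3 differed in 1685 sequences at an adjusted p-value under 0.05 by edgeR, 949 of them higher and 736 lower in the libraries numbered 1. In the other 9 splits of the 5 libraries into 2 and 3, 0 sequences passed, although between 15 and 1685 had an unadjusted p under 0.05. Library size does not account for the difference, since 1676 sequences passed after all 5 libraries were thinned to 17079131 reads. RNA of the other adult tissues, as mixed in their libraries, does not account for it either. Of 1966 sequences with at least 50 CPM in every other adult library, the one lowest relative to them in each library limits the share of such RNA, by the upper end of its 95% Poisson interval, to 0.416% in female antennae 1 and 1.46% in male antennae 1, and 99.1% of the 949 sequences that were higher exceeded what these shares can add in both libraries. RNA from a part of a tissue with another composition was not tested. The 49 sequences found almost only in antennae had a median log2 ratio of 0.046, and 22 of them were lower there, but a few percent of RNA from other tissues would hardly lower them.

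Younger beetles in the libraries numbered 2 and 3 are a candidate explanation. Sequences with at least 50 CPM in every other adult library and under 5 CPM in both larval libraries (19 after leaving out 1 already seen) were higher in the libraries numbered 1 in 18 cases, with a median log2 ratio of 2.59. This lay at percentile 99.9 among 10000 random lists matched on expression, whose median was 0.32. Limits of 20 and 2 CPM, which departed from those set beforehand and were run before them, gave 19 sequences, 16 of them higher, with a median of 2.67, at percentile 100. No age is given per library and no batch is stated, so the pattern cannot be told apart from a sequencing or library batch, and the hypothesis was tested on the data in which the pattern was seen.

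With the replicate number as a block, 444 sequences differed between male and female antennae. Of the 425 higher in males, 131 or 30.8% belonged to the male-body sequences, which make up 2.89% of all sequences, and 70.4% were higher in male than in female body. RNA from a part of the male body in male antennae 3 may thus account for some of the sequences higher in males. For these a sex difference of the antennae cannot be told apart from such RNA. Dilution by such RNA does not account for the 19 lower in males, with log2 fold changes from -4.76 to -0.62. It gives -0.11 if the median of 7.58% is taken as the share of all RNA in the library. RNA of the whole male body did not reach this share. Of them, 18 were lower in males in both same-numbered pairs. The block fit that selected them rests on these pairs, so this is no separate evidence. Female antennae 2 is alone in its block, so the splits that part both same-numbered pairs amount to 2 distinct contrasts. 1 of these 2, the contrast by sex itself, gave as many sequences, and the other gave 122. With so few contrasts, chance cannot be excluded. The remaining splits leave at least 1 pair together and were not compared.

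The number of tissues at a low limit does not set CSPs and C-OBPs apart in the direction of broader expression. Their mean number of adult tissues with at least 1 RPKM was 3.68 against 4.21 for the other OBPs, a difference of -0.52 (permutation test, p = 0.158), while their antennal log2 fold change differed by -8.19 (permutation test, p = 2e-05, the smallest the permutations can give). With 10 counts in every library of a tissue, the difference was -0.77 tissues (permutation test, p = 0.0524), and with at least 5 RPKM -0.26 (permutation test, p = 0.596). No biological explanation was tested.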
